# High-Throughput Sequencing of MicroRNA Transcriptome and Expression Assay in the Sturgeon, *Acipenser schrenckii*

**DOI:** 10.1371/journal.pone.0115251

**Published:** 2014-12-15

**Authors:** Lihong Yuan, Xiujuan Zhang, Linmiao Li, Haiying Jiang, Jinping Chen

## Abstract

Sturgeons are considered as living fossils and have very high evolutionary, economical and conservation values. The multiploidy of sturgeon that has been caused by chromosome duplication may lead to the emergence of new microRNAs (miRNAs) involved in the ploidy and physiological processes. In the present study, we performed the first sturgeon miRNAs analysis by RNA-seq high-throughput sequencing combined with expression assay of microarray and real-time PCR, and aimed to discover the sturgeon-specific miRNAs, confirm the expressed pattern of miRNAs and illustrate the potential role of miRNAs-targets on sturgeon biological processes. A total of 103 miRNAs were identified, including 58 miRNAs with strongly detected signals (signal >500 and *P*≤0.01), which were detected by microarray. Real-time PCR assay supported the expression pattern obtained by microarray. Moreover, co-expression of 21 miRNAs in all five tissues and tissue-specific expression of 16 miRNAs implied the crucial and particular function of them in sturgeon physiological processes. Target gene prediction, especially the enriched functional gene groups (369 GO terms) and pathways (37 KEGG) regulated by 58 miRNAs (*P*<0.05), illustrated the interaction of miRNAs and putative mRNAs, and also the potential mechanism involved in these biological processes. Our new findings of sturgeon miRNAs expand the public database of transcriptome information for this species, contribute to our understanding of sturgeon biology, and also provide invaluable data that may be applied in sturgeon breeding.

## Introduction

Sturgeons (order: Acipenseriformes, infraclass: Chondrostei), are believed to have separated from other teleosts over 250 MYA, and are referred as living fossils providing a key phylogenetic position for evolutionary studies on vertebrates [1]. As different degrees of ploidy are resulted from the multiple and independent duplication events [2], [3], sturgeon species have been divided into two groups (approximately 120 and 240 chromosomes), and the division of the species into two groups of either diploid/tetraploid or tetra/octoploid is still unclear [4], [5]. A previous study showed that microRNAs (miRNAs) in *Arabidopsis thaliana* evolved with a process of genome-wide duplication followed by dispersal and diversification, and the duplicated copies of miRNAs may acquire new functionality during their evolution [6]. A later study proved that almost all of miRNAs of Rainbow trout (*Oncorhynchus mykiss*) have been retained as duplicated copies [7]. These results indicated that, by chromosome duplication, new miRNAs in sturgeon may be evolved, and thus reflect new functions. Hence, in-depth study of sturgeon miRNAs would improve the knowledge of sturgeon ploidy, and also evolutionary history of sturgeons and vertebrates.

MiRNAs are small RNA molecules (18–25 nt), and have been identified to play key roles in directing transcriptional and post-transcriptional activity of mRNAs, and are thus involved in the regulation of multiple biological processes such as differentiation and development, immune response, reproductive system development and gametogenesis [8], [9]. The study of the sturgeon miRNAs and their interactions with target mRNAs will provide further insight into these physiological processes of sturgeon. RNA-seq, an ultrahigh-throughput sequencing technique has greatly increased our understanding on the complexity of eukaryotic mRNA and small RNA transcriptomes [10], including those of non-model species, which have neither genomic background nor miRNA data in miRbase [11], [12].

In the present study, we carried out the first high-throughput sequencing analysis on miRNAs of five key tissues (liver, spleen, muscle, heart and brain) of the Amur sturgeon *Acipenser schrenckii,* an endangered and important economic sturgeon species, using the RNA-seq technique on the Illumina TruSeq sequencing platform. Combining with the expression level validation of miRNAs by microarray and stem-loop real-time PCR, our study aims to discover sturgeon-specific miRNAs, investigate the expression pattern and illustrate the potential role of miRNAs and their targets on sturgeon biological processes.

## Materials and Methods

### Ethics statement

The protocol was approved by the Committee on the Ethics of Animal Experiments of the Guangdong Entomological Institute, which also incorporates the South China Institute of Endangered Animals. Sturgeon individuals were immerged in the water with 10^−4^ (v/v) Eugenol about 1–3 minutes for euthanasia, following the AVMA guidelines (2013) for use [13]. All efforts were made to minimize suffering.

### Sample and RNA preparation

The five tissues (liver, spleen, muscle, heart, brain) of a 5-month-old Amur sturgeon, *Acipenser schrenckii*, from the Engineering and Technology Center of Sturgeon Breeding and Cultivation of Chinese Academy of Fishery Science (Beijing, China) were collected. Total RNA were extracted from five tissue samples separately with RNAiso reagent (TaKaRa, Japan) according to the manufacturer’s instructions. RNA concentration was measured using Qubit RNA Assay Kit in Qubit 2.0 Flurometer (Life Technologies), and RNA purity was assessed using the Nano Photometer spectrophotometer (IMPLEN). Total RNA of five tissues (3 ug each) were pooled, and RNA integrity was inspected using the RNA Nano 6000 Assay Kit of the Bioanalyzer 2100 system (Agilent Technologies). The pooled RNA sample with RNA Integrity Number (RIN) = 8.3 met the needs of TruSeq transcriptome/small RNA library construction and sequencing, which hereafter referred to as ASY transcriptome/small RNA library.

### Transcriptome references sequencing

As no genomic sequences specific to *A. schrenckii* are available on public database, we firstly carried out the de novo transcriptome sequencing and assembling by Illumina TruSeq platform. 3 ug pooled RNA was used as mRNA library construction using Illumina TruSeq RNA Sample Preparation Kit (Illumina) following manufacturer’s recommendations. Briefly, mRNA was purified from 3 ug pooled RNA by using poly-T oligo-attached magnetic beads. After the first and second strand cDNA synthesizing, DNA fragments were converted into blunt ends, adenylated the 3′ ends, and then ligated with Illumina PE adapter oligonucleotides for hybridization. Then, cDNA fragments with length >200 bp were purified with AMPure XP system (Beckman), and those ligated with adapters on both ends were selectively enriched using Illumina PCR Primer Cocktail in a 10 cycles PCR reaction, and the products were purified again by AMPure XP system and quantified by Agilent 2100 bioanalyzer. Subsequently, the cluster of index-coded samples was generated using TruSeq PE Cluster Kit v3-cBot-HS (Illumina) and sequenced on an Illumina Hiseq 2000 platform. Finally, 100 bp paired-end reads were generated. After removing the reads with adapters, any reads containing ‘n’ (>10%), low quality reads (sQ≤5) and the redundant reads, the remaining clean reads were assembled by TRINITY method [14], and then the redundant contigs were screened by CAP3 [15]. Finally, the unigenes were searched against Nr database (NCBI non-redundant protein sequences) by Blast2GO [16], and the orthologs were used as the reference sequences. All cDNA data series were submitted to NCBI Sequence Read Archive (SRA) database with accession number SRR1131121.

### Construction and high-throughput sequencing of Small RNA library

According to the protocol of Illumina TruSeq Small RNA Sample Preparation Kit (Illumina), 3 ug pooled RNA was used as small RNA library construction. In brief, RNA bands around 20–30 bp were separated and purified by 6% TBE PAGE gel and subsequently bound to 3′ and 5′ end adapters in two separated subsequent steps, which followed by PAGE gel purification. After the first strand cDNA synthesizing by random oligonucleotides and SuperScript II and amplifying by PCR, DNA fragments ligated with adapters on both ends were selectively enriched using Illumina PCR Primer Cocktail in a 12 cycles PCR reaction, and the products of 145 bp to 160 bp (with adaptors on both sides) were separated by PAGE gel, and quantified by Agilent 2100 bioanalyzer. Then, the cluster of index-coded samples was generated using TruSeq SE Cluster Kit v3-cBot-HS (Illumina) and sequenced on an Illumina Hiseq 2000 platform. Finally, 50 bp single-end reads were generated. All small RNA data series were submitted to SRA database with accession number SRR1129970.

### Filter of small RNA reads and microRNAs identification

After removing the unclean reads (the adapters, low quality reads, reads containing ‘n’, and redundant reads), clean unique reads were mapped onto the *A. schrenckii* transcriptome reference sequences using the program Bowtie [17] with no mismatch. Perfectly mapped reads were scanned against the Metazoa mature microRNA (miRNA) of Sanger miRBase (Release 19) [18] to identify the orthologs of known miRNAs. Then, the non-conserved unique reads were screened against Rfam (http://rfam.sanger.ac.uk/) [19] and RepeatMasker (http://www.repeatmasker.org/) [20] successively using the program Bowtie to filter the sequences originating from rRNA, tRNA, snRNA, snoRNA and repetitive elements.

The potential miRNA reads, which were unannotated small RNA tags and could be mapped onto the transcriptome reference sequences, were analyzed by miREvo [21] and mirdeep2 [22] for the prediction of Dicer cleavage site, the assay of secondary structure and the minimum free energy. Finally, the potential miRNA candidates were submitted to miRBase again, and the precursors (hairpins) of potential miRNAs that passed MirCheck [23] were manually inspected the canonical structure of miRNAs in order to remove the false prediction. The base bias of mature miRNAs on the first nucleotide position with certain length and on each position of all identified miRNAs (>100 reads) were calculated, respectively.

### MiRNA microarray and data analysis

We used another 5-month-old Amur sturgeon individual from the Engineering and Technology Center of Sturgeon Breeding and Cultivation of Chinese Academy of Fishery Science (Beijing, China) to validate the expression of 103 miRNAs identified by Illumina TruSeq sequencing. The five tissues (liver, spleen, muscle, heart, brain) were sampled and total RNA were extracted as described above. 4 ug total RNA of each sample was used to hybridize with microarray chip.

MiRNA microarray was manufactured by LC Sciences (China), and each miRNA probe has five replicates. The chip was hybridized with RNAs of five Amur sturgeon tissues, which were 3′-extended with a poly (A) tail and ligated with an oligonucleotide tag. Hybridization was performed overnight on a µParaflo microfluidic chip using a micro-circulation pump (Atactic Technologies) [24]. Single-color labeling (Cy3) and hybridization of total RNA were performed according to the manufacture’s protocol with no modification. Microarray results were extracted using a laser scanner (GenePix 4000B, Molecular Device) and digitized using Array-Pro image analysis software (Media Cybernetics). Raw data were subtracted by the background matrix, and then normalized using a LOWESS (Locally-weighted Regression) method to remove system related variations, including sample amount variations and signal gain differences of scanners, and thus faithfully reveal the biological variations [25]. The transcripts will be defined as detectable when their signal intensity higher than 3× (background standard deviation), spot CV [(standard deviation)/(signal intensity)]<0.5, and 50% of the repeating probes are meet the first two criteria. Finally, the expression of miRNAs was determined with the criterion of signal intensity and *P* value. The microarray data were deposited in a database (ArrayExpress, GEO) with accession number GSE57102.

### Quantitative miRNA real-time PCR assay

Stem-loop reverse transcription (RT) real-time PCR was used to quantify the expression of ten mature miRNAs in five tissues (brain, heart, liver, spleen and muscle) of three 5-month-old Amur sturgeon individuals. U6 snRNA, which has relatively stable expression in most of the tissues, was used as the endogenous control [26]. Briefly, 500 ng of total RNA of each sample was reverse-transcribed with miRNA-specific stem-loop RT primers using the First-strand cDNA Synthesis Kit (Thermo Scientific Fermentas). The reactions were incubated at 42°C for 60 min, at 70°C for 15 min and then held at 4°C. Real-time PCR was performed in triplicate wells using Strategene Mx3000P (Agilent Technologies company, American) according to the protocol. In a 20 µl reaction mixture, 2.0 µl of cDNA was used as template, with 10 µl of SYBR Select Master Mix (Applied Biosystems, Carlsbad, USA), 1.0 µl of specific forward primer, and 1.0 µl of universal primer, with the following program: 50°C for 2 min for UDG (Heated-labile Uracil-DNA Glycocasylase) activation and then 95°C for 2 min, followed by 40 cycles of 95°C for 15 s, 60°C for 30 s and 72°C for 30 s. Primers used in this study were listed in S1 Table. The 2^−ΔCT^ method was used to calculate the relative expression (versus U6 snRNA).

### MiRNA targets prediction and annotation

Hereafter, we only considered the miRNAs detected by microarray with the criteria of Signal >500 and *P*≤0.01 for further analysis.

For miRNAs target gene prediction, we first predicted the Open Reading Frame (ORF) of Amur sturgeon reference sequences, identified the orthologous mRNAs and then predicted the 3′UTR by searching against the vertebrate genomic database in GENSCAN (http://genes.mit.edu/GENSCAN.html). The 3′ UTR sequences of the orthologs were trimmed and analyzed by using the Perl scripts of both TargetScan v6.2 with context score percentile ≥50 (http://www.targetscan.org/) and miRanda v3.3a with Max_Energy ≤ −20 (http://www.microrna.org/microrna/home.do) for the target gene prediction. Then, the target genes were annotated by mapping to Gene Ontology (GO) database (http://www.geneontology.org/) and KEGG pathways database (http://www.genome.jp/kegg/) by BLASTX at E values ≤1e-5 [27]. Finally, the enriched functional groups or pathways among miRNA putative targets were identified with *P*<0.05.

## Results

### Transcriptome references sequencing

A total of 5.89×10^7^ reads were sequenced from the ASY transcriptome library with error rate of 0.04%, Q30 of 87.52% and GC content of 49.61%. Total 5.01×10^7^ (85.07%) clean reads remained after removing the low quality and contaminant reads (S1 Figure). After reads assembly, removing the redundancy and annotation of unique sequences, a total of 148,817 unigenes (N_50_ = 1599) specific to *Acipenser schrenckii* were obtained, including 41,378 protein-coding sequences.

### Sequencing and statistics of small RNA reads

A total of 1.67×10^7^ reads were sequenced from the ASY small RNA library with error rate of 0.01%, Q30 of 94.14% and GC content of 53.61%. Then a total 1.35×10^7^ high-quality small RNA reads were obtained after removing the ambiguous reads (Table 1). The size distribution and frequency percentage of small RNA reads are shown in S2 Figure, and in them, the potential miRNA reads (21–24 bp) were the major part (about 44%).

**Table 1:** Classification of small RNA reads of *Acipenser schrenckii*.

Classification	Number of reads	Percentage (%)
Total Small RNA Reads	16728944	100
Total Clean Small RNA Reads	16197616	96.82
Total Unique Small RNA Reads	13538171	80.93
Total Perfect Matched small RNA reads	8370997	50.04 (100)
Conserved-miRNAs^a^	550453	6.58
rRNA^b^	1771339	21.16
tRNA^b^	24218	0.29
snoRNA^b^	4948	0.06
snRNA^b^	18606	0.22
Repeat^c^	13077	0.16
Novel_miRNA^d^	63555	0.76
Others	5924801	70.78

a miRNA reads identified by searching against the Sanger miRBase (Release 19).

b Screening against the Rfam database to identify the noncoding RNAs using the program Bowtie (-v 0 -k 1).

c Screening against the RepeatMasker database to identify the repeat sequences using the program Bowtie (-v 0 -k 1).

d Novel miRNAs were identified by miREvo and mirdeep2 (-i -r -M -m -k -p 10 -g 50000; quantifier.pl -p -m -r -y -g 0 -T 10).

After mapping to the *A. schrenckii* transcriptome reference sequences, 8.37×10^6^ perfectly matched small RNA reads remained. A total of 5.5×10^5^ reads, were identified by searching against miRBase, corresponding to 6.58% perfectly matched small RNA reads (Table 1). Subsequent small RNAs filter showed that other non-coding RNAs (rRNA, tRNA, snRNA and snoRNA), repeat sequences and unknown genomic regions were about 21.73%, 0.16% and 70.78%, respectively. In those, the repeat sequences were further inspected, and DNA (DNA transposons), minisatellite, LTR (Long Terminal Repeats) and LINE (Long INterspersed Elements) are the most abundant parts (S3 Figure). Finally, 6.4×10^4^ (0.76%) potential novel miRNA reads specific to *A. schrenckii* were detected by miREvo (Table 1).

### MiRNA identification

After the secondary structures analysis and manual examination, we identified 75 miRNA precursors with the stem-loop hairpin structures characteristic to miRNAs precursors, corresponding to 52 unique mature miRNAs named with ASY-X where Xs are numeric numbers (Table 2 and S2 Table). To predict putative miRNAs, we applied miRDeep2 program, which incorporates the position and frequency of small RNAs with the secondary structure of miRNA precursor and can discover novel miRNAs [28], [29], on the potential novel miRNA reads specific to *A. schrenckii*. We obtained 51 unique miRNA precursors, corresponding to 51 uniquely putative novel miRNAs named ASY-novel-X (Table 2 and S2 Table). In those, three putative novel miRNAs were found in miRBase (ASY-novel-5 and ASY-novel-51 are identical with pol-miR-144-5p and pol-miR-133-5p respectively; ASY-novel-37 is similar to dre-miR-1306 with one mismatch). Thus, these three miRNAs were classified into the conserved miRNAs and named as ASY-miR-144-5p, ASY-miR-133-5p and ASY-miR-1306. The secondary structure of most abundant putative novel miRNA (ASY-novel-46) is shown in Fig. 1.

**Figure 1:**
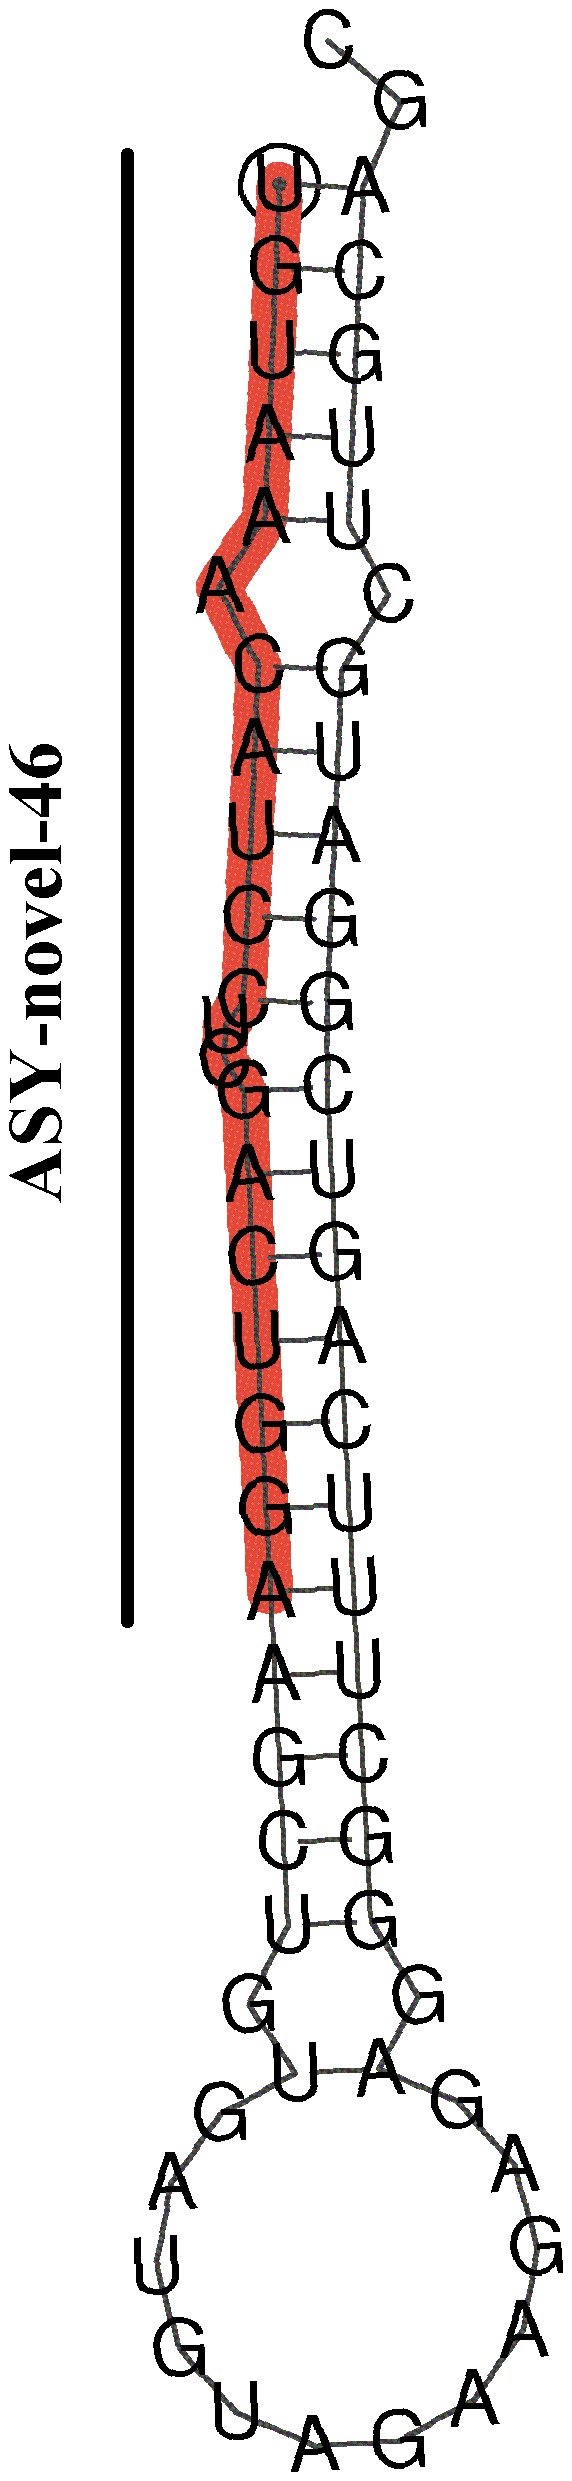
Secondary structure of the novel miRNA (ASY-novel-46) specific to *Acipenser schrenckii* as predicted by miRDeep2.

**Table 2:** Top 20 highest expressed miRNAs of *Acipenser schrenckii* identified by Illumina sequencing.

ASY_id	Sequence	Read counts
ASY-miR-21	UAGCUUAUCAGACUGGUGUUGGC	251614
ASY-miR-133a-3p-1	UUUGGUCCCCUUCAACCAGCUG	55575
ASY-miR-133a-3p	UUGGUCCCCUUCAACCAGCUGU	55571
ASY-miR-9-5p-1	UCUUUGGUUAUCUAGCUGUAUGA	53714
ASY-miR-9-3p	UCUUUGGUUAUCUAGCUGUAUG	53714
ASY-let-7a	UGAGGUAGUAGGUUGUAUAGUU	51494
ASY-novel-46	UGUAAACAUCCUCGACUGGA	39788
ASY-miR-181b-1	AACAUUCAUUGCUGUCGGUGGG	23528
ASY-miR-181b	AACAUUCAUUGCUGUCGGUGG	23512
ASY-let-7e	UGAGGUAGUAGAUUGAAUAGUU	18018
ASY-miR-142a-5p	CAUAAAGUAGAAAGCACUACU	13242
ASY-miR-126a-3p	UCGUACCGUGAGUAAUAAUGC	10735
ASY-miR-126-3p	CUCGUACCGUGAGUAAUAAUGC	10735
ASY-miR-499	UUAAGACUUGCAGUGAUGUUUA	10246
ASY-miR-101a	UACAGUACUGUGAUAACUGAAG	7693
ASY-miR-128-1	UCACAGUGAACCGGUCUCUUUU	7487
ASY-miR-128	UCACAGUGAACCGGUCUCUUU	7487
ASY-miR-199-3p-1	UACAGUAGUCUGCACAUUGGUU	6583
ASY-miR-199-3p	ACAGUAGUCUGCACAUUGGUU	6576
ASY-novel-1	CAUUAUUACUGUUGGUACGCG	5950

ASY_id, *A. schrenckii* mature miRNAs ID annotated as described in the text. For detailed information about sturgeon miRNAs please see S2 Table.

The base-bias analysis indicated the strong preference of nucleotide utility in both conserved and putative novel miRNAs (Fig. 2A and 2B). Among conserved miRNAs, the preference of first base utility shows a close correlation with length of miRNAs. The miRNAs with the length of 18 bp prefer the nucleotide C at the first base position, those of 19–24 bp favor the U (Fig. 2A, top). Similarly, the first base utility of putative novel miRNAs prefer the A in those with 18 bp length and the U in those with the length of 20 bp, whereas others with length of 21–23 bp favor the use of C/U or A/U (Fig. 2A, bottom). Moreover, we found that the nucleotide utility shows difference on each site position between conserved and putative novel miRNAs. For conserved miRNAs, the nucleotide U has the most frequency among sites, then followed by G, A and C (Fig. 2B, top). Whereas, the nucleotide A has the highest utility rate among putative novel miRNAs, and other three nucleotides (G, C and U) share the relative equal utility (Fig. 2B, bottom).

**Figure 2:**
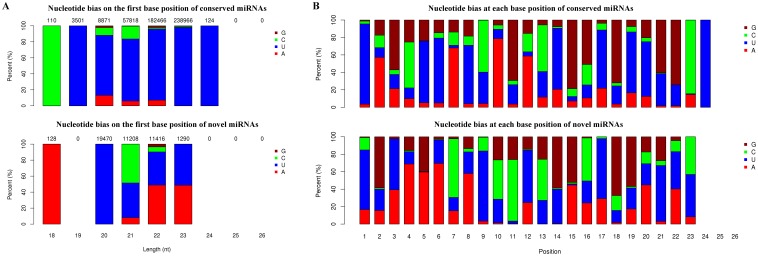
Base bias analysis of the first nucleotide of *Acipenser schrenckii* miRNAs. (A) Base bias percentage on the first position of conserved miRNAs (top) and novel miRNAs specific to *A. schrenckii* (bottom) sized from 18 ∼26 bp. The x-axis indicates the length of miRNAs. The y-axis indicates the percentage of four nucleotide acids. The numbers on the columns are the total numbers of miRNAs with specific length of each nucleotide. (B) Base bias percentage from the first to the 26th base pairs of conserved miRNAs (top) and novel miRNAs (bottom). The x-axis indicates the location of base pairs. The y-axis indicates the percentage of four nucleotide acids.

### Expression pattern assay of miRNAs by microarray and real-time PCR

We used the independent microarray platform to validate the expression level of 103 miRNAs obtained by Illumina TruSeq sequencing. 

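The microarray was a single-color (Cy3) µParaflo chip, on which small RNAs are extended, tagged and hybridized to short probes complementary to mature miRNAs. RNA of liver, spleen, brain, muscle and heart of 1 fish of 5 months was hybridized to 5 arrays, 1 array per tissue, so there are no replicate arrays and no difference between tissues has a replicate check. The paper gives 4 µg of total RNA per array, whereas the sample labels give a range from 2 to 5 µg. Each array carries 663 miRNA probes, with 5 repeat spots per probe. Of the probes, 615 were taken from fish miRNAs of miRBase and 48 made for the miRNAs the paper lists as specific to sturgeon. Each of the 103 miRNAs has exactly 1 probe, and the other 560 probes are for fish miRNAs outside the 103. The deposited scanner values are the raw density of each spot, a linear intensity before background subtraction and normalization. The median density of the 3315 probe spots was 139.5 in liver, 92.2 in spleen, 167.7 in brain, 117.7 in muscle and 112.5 in heart, against 98.4, 72.9, 77.6, 69.8 and 52 for the 361 empty spots of the same arrays. No local background is given beside the spots, so the background was modelled by the normexp method with an offset of 50, where the Methods subtract a background matrix. Cyclic loess between the arrays on the log2 scale stood for the LOWESS step of the Methods, and the offset was then taken off again. Signal below is the mean over the 5 repeat spots of a probe, and its error is the SD over these spots, which is technical and leaves out any difference between fish. A ratio against a tissue where the probe was not detected is a lower bound, computed against the higher of the probe's own Signal there and the lowest Signal detected on that array, and is written as at least that many fold, which holds for this background correction and normalization. This lowest Signal was 365.6 in liver and from 28 to 58.2 in the other tissues.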

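By the 3 criteria of the Methods, 83 of the 103 miRNAs were detected in at least 1 tissue, and 35 were detected in all 5 tissues. For these criteria the background of a spot was the median of its 20 nearest empty spots, the background SD was the SD of the empty spots of the array, and the spot CV was the SD over the pixels of a spot divided by its signal. The number of detected miRNAs was 35 in liver, 58 in spleen, 68 in brain, 70 in muscle and 64 in heart. The SD of the empty spots was 58.5 in liver and between 4.9 and 17.6 in the other tissues, so a miRNA had to be brighter to be detected in liver. Of the miRNAs listed in S3 Table, 79 were among the detected ones and 8 were not, while 4 detected miRNAs are not listed there. With the SD of the empty spots replaced by a robust SD, a choice made after seeing the data, the number of detected miRNAs was 90, and with 5 times the background SD it was 75. Signal was above 500 in at least 1 tissue for 59 miRNAs, all of them listed in S3 Table. Among these, 57 also had a P of at most 0.01 in S3 Table, and they were the same miRNAs as in the strong section of that table. The P values are the paper's and were not computed again, because 1 array per tissue leaves no replicates to test. The remaining 14 miRNAs with such a P had Signal of 500 or less in every tissue. Lowering the threshold to 250 gave 63 strong miRNAs, the alternative that moved this number most.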

A total of 87 miRNAs were detected by microarray in at least one of five tissues (S3 Table), and in those, 57 miRNAs have strong detected signal with the criterion of Signal >500 and *P*<0.01; 14 miRNAs had lower signal with *P*<0.01, and Signal <500 (S3 Table). Moreover, we found ASY-miR-21, the highest expressed miRNA in TruSeq, had detectable signal with Signal = 2.5×10^5^ and *P* = 0.0108; ASY-novel-1 with high expressed level in TruSeq had low detectable signal (Signal <500), and *P*<0.01 (S3 Table).

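ASY-miR-21 had Signal 16481 ± 1068 (SD over 5 spots) in spleen, 12830 ± 6752 in liver, 10895 ± 648 in muscle, 4606 ± 231 in brain and 4129 ± 226 in heart. The total signal of ASY-miR-21, taken as in S3 Table as 5 times the sum of the tissue means, was 244707, and the paper's reported total is 251284. The large SD in liver comes from 1 of the 5 spots, whose raw density was 499 while the other spots were between 6657 and 8294. Spleen was 1.28-fold above liver, with an error of 0.681 from the spots, so the difference between these 2 tissues is within the spread of the spots. The other miRNA, with the sequence CAUUAUUACUGUUGGUACGCG and 5950 reads in S2 Table, was detected in spleen with Signal 237 ± 35.6 and in muscle with Signal 92.2 ± 16.5. It was not detected in liver, brain and heart, where its Signal was 203 ± 113, 55.7 ± 73.7 and 28.6 ± 5.55. Its sequence differs by 1 edit from the probe for dre-miR-126a-5p on the same array.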

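Taken with ASY-miR-21, the strong miRNAs are 58, and 27 of them had Signal above 500 in all 5 tissues, 21 in 2 to 4 tissues and 10 in 1 tissue only. The 27 include each of the 21 miRNAs listed as co-expressed in Table 3. The 6 others had their lowest Signal between 507 and 684, and for ASY-miR-181b-1 this was 507 ± 19.1 in heart, within the SD of the spots from the threshold. ASY-miR-128-1, also among the 6, had Signal 596 ± 75.8 in liver without meeting the detection criteria there. The 10 miRNAs above 500 in 1 tissue are all among those listed for a specific tissue in Table 3, with 7 in brain, 2 in muscle, 1 in spleen and 0 in liver and heart. The other 6 of that list had Signal above 500 in 2 or 3 tissues. Brain was the tissue of highest Signal for 23 of the 58 miRNAs, spleen and muscle for 12 each, liver for 6 and heart for 5. With no normalization between arrays, heart was the highest for 21, brain for 22, spleen for 8, muscle for 7 and liver for 0. The numbers of tissues above the threshold depended most on the threshold itself. At 1000 in place of 500, 12 miRNAs were above it in all 5 tissues and 21 in 1 tissue only. With the threshold kept at 500, plain background subtraction put 22 miRNAs above it in all 5 tissues and 13 in 1 tissue only. These numbers were 22 and 14 after quantile normalization, and 21 and 14 with the authors' own normalized values. They were 18 and 10 with no normalization between arrays, and 27 and 11 with the median over spots.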

Further analysis indicated that, in 58 miRNAs with high detected signal (Signal >500 and *P*≤0.01), 21 miRNAs showed co-expression in all five tissues, and 16 miRNAs (one in liver, three in spleen, three in muscle and nine in brain) highly expressed in one specific tissue (Table 3). The expressed pattern of 58 miRNAs (Signal >500 and *P*≤0.01) in five tissues indicated that miRNAs were mainly separated into two clades, clade I, 46 of these are expressed at low levels in most of tissues, however, some of these are highly expressed in specific tissues such as brain, muscle and heart; and clade II, 12 miRNAs are very highly expressed in most of five tissues (Fig. 3).

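Average linkage on the Euclidean distance of log10 Signal, with values under 1 set to 1, split the 58 miRNAs into a clade of 57 and a clade of 1. The single miRNA was ASY-miR-133-5p (GCUGGUCAAACGGAACCAAGUC), with a mean log10 Signal of 4.5 and Signal of at least 12079 in every tissue. Its raw density was the highest of all probes on each array and differed 1.99-fold between arrays, against 10.5-fold for its Signal after normalization. Complete linkage gave clades of 32 and 26, and a distance based on Pearson correlation gave clades of 41 and 17. With the authors' own normalized values the smaller clade held 7 miRNAs.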

**Figure 3:**
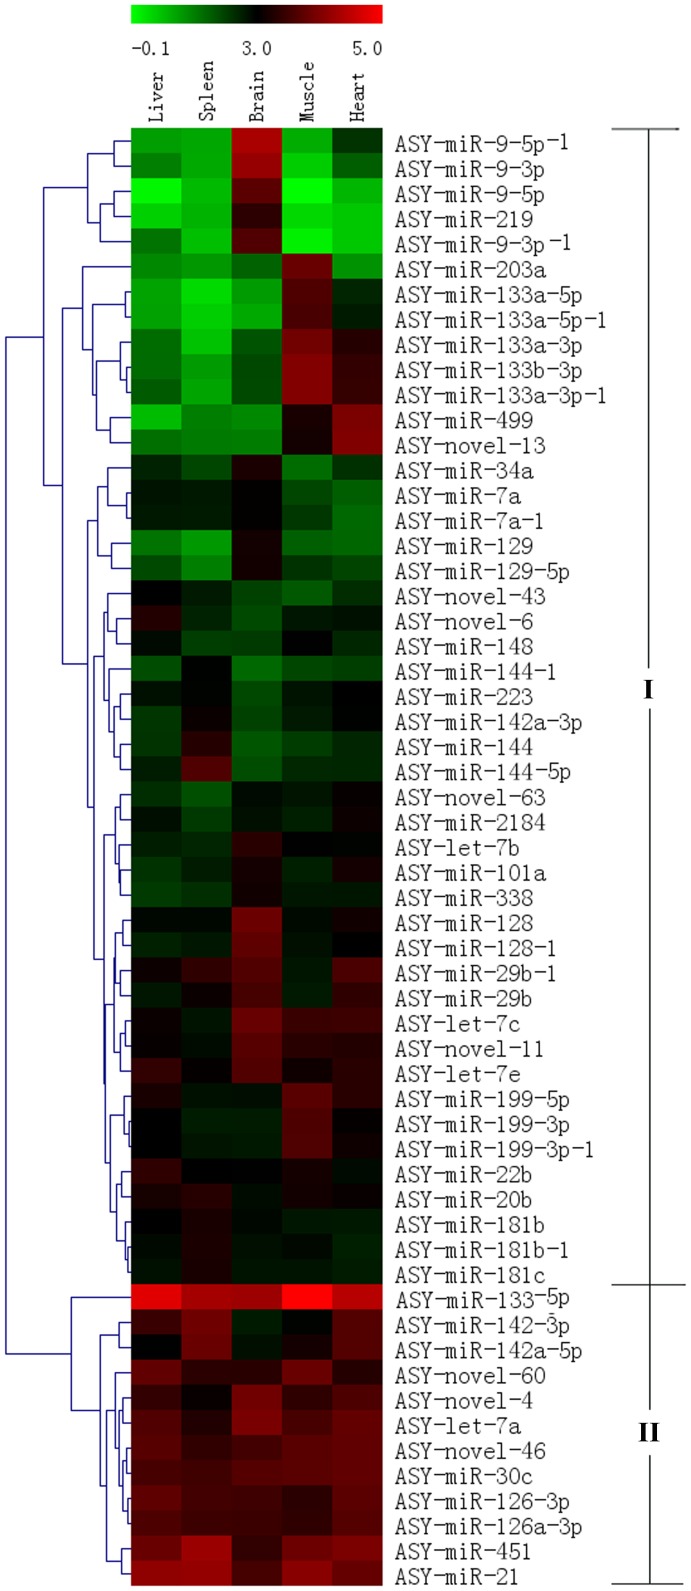
Expressed pattern of miRNAs in five tissues of *Acipenser schrenckii*. The expression of 58 miRNAs detected by microarray (Signal >500 and *P*≤0.01) are reflected by Log-normalized intensities. Heat map represents the miRNAs which were clustered into two clades based on their expression in tissues.

**Table 3:** Details of miRNAs co-expressed in five tissues and specifically high-expressed in one tissue obtained by microarray.

ASY id	Liver	Spleen	Brain	Muscle	Heart	*P* value
**Co-expressed in five tissues**						
ASY-novel-51	**58866**	**20014**	**17266**	**178365**	**28239**	**0**
ASY-miR-451	**6815.4**	**16822**	**2485.9**	**7241.7**	**9525.7**	**0**
ASY-miR-21	**13638**	**14762**	**3603.1**	**11996**	**6257.9**	**0.010779**
ASY-let-7a	**4341.2**	**1829**	**9101.5**	**3628.9**	**6001.2**	**1.19E-06**
ASY-miR-30c	**3620.8**	**3191.8**	**4799.2**	**5151.8**	**5884.4**	**0.004648**
ASY-novel-46	**4824**	**2462.3**	**3405.9**	**4993.2**	**5823.8**	**1.16E-13**
ASY-miR-126-3p	**5670.9**	**3472.9**	**3121.6**	**2181.5**	**5295.7**	**8.14E-12**
ASY-miR-126a-3p	**4029.2**	**3090.4**	**2907.8**	**2341.1**	**4654.2**	**0.006502**
ASY-miR-142a-5p	**950.58**	**6718.8**	**647.5**	**1484.2**	**4488.5**	**2.03E-12**
ASY-novel-4	**2529.3**	**1178.8**	**7718.6**	**2370.6**	**4046.6**	**1.09E-12**
ASY-miR-29b-1	**1279.1**	**2379.8**	**4467.7**	**545.06**	**3926.8**	**1.20E-12**
ASY-let-7c	**1254.1**	**579.54**	**6588.6**	**2874.6**	**3028.3**	**0**
ASY-let-7e	**2467.7**	**1098.1**	**4410.8**	**1345**	**2107.8**	**7.87E-06**
ASY-miR-199-5p	**1593.7**	**633.36**	**680.25**	**4990.1**	**2099.6**	**0**
ASY-novel-60	**5910.5**	**2212.4**	**2117.2**	**6668.1**	**2013.5**	**2.86E-12**
ASY-novel-11	**1170.7**	**734.91**	**4854.9**	**2150.9**	**1882.3**	**3.31E-07**
ASY-miR-128	**829.98**	**809.69**	**7035.4**	**764.35**	**1389.7**	**0**
ASY-miR-199-3p-1	**996.7**	**555.67**	**514.27**	**4289.6**	**1333.7**	**1.11E-16**
ASY-miR-20b	**1563.6**	**2048.8**	**717.95**	**1419.8**	**1181.8**	**0.000648**
ASY-miR-22b	**2393.7**	**995.11**	**951.48**	**1493.4**	**750.99**	**8.44E-11**
ASY-miR-181b	**1054.8**	**1592.9**	**822.1**	**529.34**	**511.25**	**5.95E-13**
**Specifically high-expressed in one tissue**						
ASY-novel-43	**1047.8**	486.71	160.39	81.223	289.85	**0**
ASY-novel-5	444.27	**4266.1**	117.68	334.44	339.88	**0.000511**
ASY-miR-144	235.18	**2002.1**	88.552	187.07	345.78	**0**
ASY-miR-144-1	118.14	**944.84**	53.171	139.42	174.44	**5.84E-14**
ASY-miR-9-5p	11.958	9.1725	**21752**	7.7512	237.41	**1.05E-07**
ASY-miR-9-3p	27.953	8.7851	**15396**	3.204	71.675	**6.87E-06**
ASY-miR-9-5p	0.99	5.3945	**5358.4**	0.816	6.1162	**2.88E-06**
ASY-miR-9-3p	39.146	4.8833	**4368**	1.187	3.6751	**0.000264**
ASY-miR-219	2.8917	6.5155	**2291.8**	2.3486	3.6736	**6.63E-05**
ASY-miR-34a	378.58	138.9	**1655.4**	47.675	267.51	**1.11E-16**
ASY-miR-129	39.144	14.056	**1442.2**	68.223	56.267	**2.73E-11**
ASY-miR-129-5p	127.43	28.697	**1412.8**	241.71	147.94	**5.25E-07**
ASY-miR-7a-1	499.3	479.58	**1086.1**	217.23	53.966	**3.68E-12**
ASY-miR-203a	21.864	14.346	62.816	**6787.7**	16.729	**2.91E-06**
ASY-miR-133a-5p	10.227	2.2293	12.82	**4165.2**	349.34	**6.05E-09**
ASY-miR-133a-5p-1	10.976	3.1048	8.7457	**3750**	476.91	**1.32E-06**

Detected signal were shown as means. Signal > 500 was shown in bold.

We randomly tested the expression of ten miRNAs (seven conserved miRNAs and three novels specific to *A. schrenckii*) in five tissues of three sturgeon individuals respectively by stem-loop real-time PCR assay. 

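On the array, the 10 miRNAs were measured in a single fish, so their errors are the SD over 5 spots. ASY-miR-29b was highest in brain, with Signal 5074 ± 186, followed by heart with 2548 ± 149. ASY-miR-128-1 reached 8727 ± 393 in brain and 1147 ± 71.2 in heart, a ratio of 7.61 ± 0.584. For ASY-miR-181b-1 the highest Signal was 2232 ± 139 in spleen, 2.09-fold above muscle. ASY-miR-223 had Signal 1369 ± 182 in heart and 1219 ± 129 in spleen, which are not separated by the spread of the spots, and 234 ± 33.2 in brain. With no normalization between arrays its heart value was 2.67-fold above spleen. The paper lists the miRNA UGUAAACAUCCUCGACUGGA as specific to sturgeon, but its sequence lies 2 edits from the probe for ola-miR-30a-5p on the same array. Its Signal was between 2627 ± 74.3 in spleen and 5139 ± 245 in liver. Liver was 1.01-fold above muscle with an error of 0.116, within the spread of the spots. With other normalizations heart was the highest tissue, and the ratio of liver to heart was 0.802 after quantile normalization, 0.205 with no normalization between arrays and 0.828 in the authors' own normalized values. The miRNA UGAUAGAACUCCGUGCCACAGGC, also listed by the paper as specific to sturgeon, was highest in liver with 2267 ± 277, against 873 ± 69.6 in heart. This ratio of 2.6 fell to 0.655, with heart above liver, when no normalization between arrays was applied. Over 35 miRNAs, those singled out in the text of the paper or tested by real-time PCR together with ASY-miR-203a and the miRNA GGAUUCCUGGCAAUACUGUUCU of Table 3, the median ratio of the highest tissue to the next was 3.39, and without normalization between arrays it was 2.38.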

All these miRNAs have high expressed levels detected by both Illumina TrueSeq sequencing and microarray, with the exception of ASY-novel-1 which shows low expression level in microarray. 

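The Signal of ASY-miR-101a was 2371 ± 109 in brain, 1900 ± 52.7 in heart, 660 ± 30.8 in spleen and 582 ± 46.4 in muscle, and it was not detected in liver. Brain was 1.25-fold above heart, with an error of 0.0672 from the spots. The order of these 2 tissues depended on the normalization, since the ratio of brain to heart was 0.957 after quantile normalization and 0.766 with no normalization between arrays.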

Real-time PCR results supported the expression pattern of miRNAs obtained by microarray, with the exception of ASY-miR-101a, which showed much lower expression level in heart than that seen in the microarray (Fig. 3 and Fig. 4).

**Figure 4:**
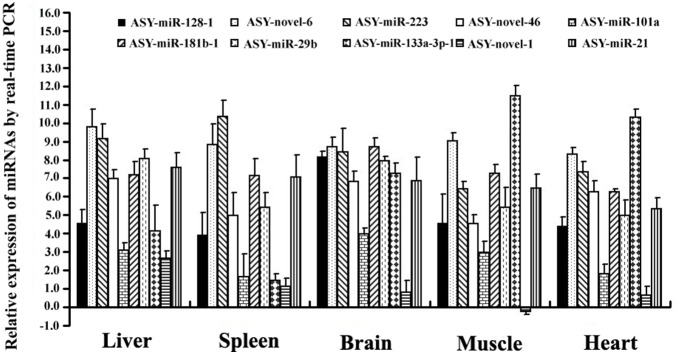
Profiling of ten sturgeon miRNAs expression by real-time PCR. Figure shows the relative expression of miRNAs (vs. U6 snRNA) and transformed by Log2. Data are presented as mean±SD (standard deviation) and n = 3.

### Target prediction and annotation

To better understand the functions of miRNAs, the putative targets of 87 miRNAs, which detected by both Illumina TruSeq sequencing and microarray were predicted by TargetScan and miRanda based on the *A. schrenckii* transcriptome. Firstly, in 148,817 of *A. schrenckii* unigenes, a total of 68435 genes, orthologous to vertebrate mRNAs and with the best hit, were remained. In these, 14265 of 68435 *A. schrenckii* unigenes were identified as the targets of miRNAs by both TargetScan (context score percentile≥50) and miRanda (Max_Energy ≤ −20). A total of 3391 GO terms and 228 KEGG pathways regulated by 87 miRNAs were also identified. In those, 369 enriched functional groups and 37 enriched functional KEGG pathways, which were mainly regulated by 58 high-expressed miRNAs, were obtained with *P*<0.05 (S4 Table). Most of the enriched functional pathways or groups were involved in cell development, signal transduction, metabolic and immune processes.

## Discussion

Our study shows that total 58 of 103 microRNAs (miRNAs) were confirmed by both Illumina TruSeq sequencing and microarray in Amur sturgeon *Acipenser schrenckii*, including 21 miRNAs co-expressed in all five tissues and 16 which have tissue-specific expression. According to the functional annotation and the enrichment analysis of putative targets, these miRNAs are mainly involved in development, metabolism, immune response and gametogenesis.

For small RNA filtration and miRNA annotation, we firstly performed the transcriptome reference sequencing by Illumian TruSeq platform. Total 148,817 unigenes, which are assembled by 5.01×10^7^ clean reads and specific to *A. schrenckii*, were obtained. By small RNA sequencing, we obtained a total of 1.35×10^7^ high-quality small RNA reads and of them, about 44% are the potential miRNA reads with 21–24 bp in length (Table 1 and S2 Figure). After mapping to the *A. schrenckii* transcriptome reference sequences, about 7% reads were identified as potential miRNAs by searching against miRBase and miREvo detection, and the unknown genomic regions were the major part about 70%. The small mapping proportion of potential miRNA reads and a large number of unknown genomic sequences in small RNAs reads of sturgeon are not unique, whereas have been observed in some organisms, such as ∼3% vs. ∼94% in sea cucumber [12] and ∼1% vs. ∼97% in swithgrass [30]. This result may because of the lack of genomic background and limited transcriptome information specific to the Amur sturgeon. Moreover, another reason there is a low amount of small RNA reads is the degradation of RNA sample, which is indicated by the high proportion of rRNA (∼21%). In this study, we conducted the TruSeq sequencing with RNA pool of five tissues (RIN = 8.3), whereas, we did not test the RIN of five RNA samples separately before pooling samples. Thus, there is a chance that some sample degradation may have happened before pooling.

Our data also revealed a large number of sturgeon specific miRNAs, and provided candidates for further study of sturgeon biology. A total of 103 mature miRNAs were identified by TruSeq, including 55 conserved miRNAs and 48 novel miRNAs (S2 Table). Further analysis suggested the strong preference of nucleotide utility of sturgeon miRNAs, and also the great difference of nucleotide utility between conserved and novel miRNAs, especially in the first base position (Fig. 2). Previous studies have shown that the first nucleotide at the 5′ end of miRNA is considered key for strand selectivity of Dicer-mediated cleavage [31]. The strong preference of nucleotide utility on the first base position of sturgeon miRNAs may affect the Dicer cleavage, and thus, the target recognition [31], [32]. Further comparing the preference of nucleotide utility of sturgeon miRNAs with those of other organisms will increase the understanding on the interaction of sturgeon miRNAs-mRNAs.

Of 103 sturgeon miRNAs, 87 were detected by microarray validation including 58 miRNAs with strongly detected signals (S3 Table). Moreover, of those miRNAs with strongly detected signals, we randomly tested the expression pattern of 10 miRNAs in five sturgeon tissues by real-time PCR, and obtained consistent results with that of microarray (Fig. 3 and Fig. 4). In addition, we found that 21 miRNAs were co-expressed in all five tissues, and this suggested the crucial role of them for sturgeon physiological processes (Table 3). 

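Signal was above 500 in all 5 tissues for ASY-miR-21, ASY-miR-30c, ASY-miR-126-3p, ASY-let-7c, ASY-let-7e, ASY-miR-128, ASY-miR-20b and ASY-miR-181b. The lowest Signal among the 8 was 618 ± 34.7 for ASY-miR-181b in heart, followed by 656 ± 26.4 for ASY-let-7c in spleen. In brain, their tissue of highest Signal, ASY-let-7c reached 10405 ± 256, ASY-miR-128 reached 10548 ± 352 and ASY-let-7e reached 6464 ± 254. Their ratios to the next tissue were 3.47 ± 0.269, 7.06 ± 0.392 and 2.41 ± 0.963. Brain stayed the highest, with ratios of 2.31, 4.53 and 1.55 after quantile normalization. With no normalization between arrays the ratios were 2.18, 4.39 and 1.94. ASY-miR-20b was highest in spleen with 2570 ± 363, which is within the spread of the spots from liver with 1889 ± 925. ASY-miR-30c ranged from 3491 ± 221 in spleen to 6673 ± 250 in brain. Its brain Signal was 1.31-fold above muscle, but the ratio of brain to the highest of the other tissues was 0.687 after quantile normalization, 0.882 with no normalization between arrays and 0.816 in the authors' own normalized values. ASY-miR-126-3p was highest in liver with 5953 ± 692, 1.34-fold above heart, and this ratio was 0.257 with no normalization between arrays.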

In them, 8 miRNAs (miR-21, miR-30c, miR-126-3p, let-7c, let-7e, miR-128, miR-20b and miR-181b) had been shown to be related with gametogenesis [8], [33]. Furthermore, 16 miRNAs were tissue-specifically expressed (Table 3), indicated the particular roles of these miRNAs in the related tissues. 

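ASY-miR-203a (GUGAAAUGUUUAGGACCACUUG) had Signal 8641 ± 559 (SD over 5 spots) in muscle and 172 ± 13.7 in brain, and it was not detected in liver, spleen and heart. Muscle was at least 23.6-fold above each of the other tissues, the bound being set by liver, and at least 16.8-fold under plain background subtraction. The probe dre-miR-205, which is outside the 103 miRNAs, was also bright in the muscle sample alone, with Signal 9721. The miRNA GGAUUCCUGGCAAUACUGUUCU, which the paper lists as specific to sturgeon and for liver in Table 3, was highest in liver with 1261 ± 133. Its Signal in spleen was 765 ± 77.7, also above 500. The ratio of liver to spleen was 1.65 ± 0.241. With no normalization between arrays liver was below heart, at a ratio of 0.832. Under the other ways of processing, liver stayed the highest, with a ratio to the highest other tissue between 1.49 and 2.5. From their tissue-specific expression, the paper proposes particular roles of the miRNAs of this list in the related tissues.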

MiR-144, with the co-regulation of miR-451, has been proven to be involved in many diseases, such as anemia severity of sickle cell disease [34], cancer [35], brain aging and spinocerebellular ataxia pathogenesis [36]. 

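In spleen the Signal of ASY-miR-144 (CUACAGUAUAGAUGAUGUACU) was 3141 ± 50.8, and that of the probe ASY-miR-144-1, which lacks the first base, was 1603 ± 101. ASY-miR-144 in spleen was 6.17-fold above heart, with an error of 0.403 from the spots. Its Signal in heart was 509 ± 32.2, within the SD of the spots from the threshold of 500, and 359 ± 68.8 in muscle and 164 ± 7.18 in brain. ASY-miR-144-1 in spleen was at least 4.38-fold above each other tissue, the bound being set by liver, where neither probe was detected. ASY-miR-451 (AAACCGUUACCAUUACUGAGUU) was detected in all 5 tissues, with Signal 19347 ± 997 in spleen, 6988 ± 490 in liver, 6819 ± 714 in muscle, 6476 ± 287 in heart and 2979 ± 170 in brain. Spleen was 2.77-fold above liver, with an error of 0.241. With no normalization between arrays, the ratio of spleen to the highest other tissue was 2.58 for ASY-miR-144, 2.38 for ASY-miR-144-1 and 1.47 for ASY-miR-451, with spleen still the highest.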

The high-expression of miR-144 specifically in spleen, an immune and hematopoietic organ, and also miR-451 in all five tissues of sturgeon suggest the key role of miR-144/451 in sturgeon immune system. 

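The miR-133a sequences have 4 probes among the 103 miRNAs, all highest in muscle. ASY-miR-133a-3p-1 had Signal 12226 ± 1113 in muscle and 3599 ± 109 in heart, and ASY-miR-133a-3p had 9399 ± 742 and 2772 ± 187. The ratio of muscle to heart was 3.4 ± 0.326 and 3.39 ± 0.352 for these probes. With no normalization between arrays, these ratios were 1.01 and 1.08. Of the other arm, ASY-miR-133a-5p had Signal 6265 ± 589 in muscle and 463 ± 24.6 in heart, a ratio of 13.5 ± 1.46. ASY-miR-133a-5p-1 had 5998 ± 522 and 560 ± 51.2, a ratio of 10.7 ± 1.35, so that its Signal was above 500 in heart as well. These ratios were 5.15 and 4.1 with no normalization between arrays. None of the 4 probes was detected in liver or spleen, and the brain Signal of the 3p probes was 293 ± 32 and 240 ± 30.1.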

The specific high-expression of miR-133a in muscle, which has function in the proliferation and differentiation of cardiomyocytes, bronchial smooth muscle and related diseases [37]–[39], implies the role of miR-133a in sturgeon physiological processes. Moreover, studies showed that miR-9 plays role in neural diseases and cancers [40]–[42], miR-219 regulates neural precursor maintenance and specification [43], miR-34a is a tumor suppressor [44], miR-129 promotes apoptosis [45], and miR-7a regulates the neuronal excitability [46], and all these miRNAs were found to be specifically expressed in sturgeon brain. 

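All 10 probes for these miRNAs were brightest in brain. The 4 miR-9 sequences had brain Signal of 38583 ± 1330 for UCUUUGGUUAUCUAGCUGUAUGA, 25707 ± 629 for UCUUUGGUUAUCUAGCUGUAUG, 11368 ± 348 for UAAAGCUAGAUAACCGAAAGUA and 9553 ± 4713 for UAAAGCUAGAUAACCGAAAGU (SD over 5 spots). The last SD is large because 1 of the 5 spots had a raw density of 1200 against at least 10727 in the others. Brain was at least 106-fold, 70.3-fold, 31.1-fold and 26.1-fold above each other tissue for these sequences, in the same order, with every bound set by liver. Computed in the same way, the lowest bounds under plain background subtraction or quantile normalization were 66.9-fold, 31.7-fold, 13.9-fold and 12.2-fold. ASY-miR-219 had Signal 4192 ± 263 in brain, at least 11.5-fold above the other tissues, in none of which it was detected, or at least 4.86-fold under plain background subtraction. ASY-miR-129 and ASY-miR-129-5p reached 2711 ± 186 and 2802 ± 58.2, the former at least 7.42-fold above each other tissue and the latter 6.89-fold above muscle, and after quantile normalization these were at least 3.96-fold and at least 4.01-fold above each other tissue. ASY-miR-34a had 2737 ± 95.6 in brain and 558 ± 138 in liver, where it did not meet the detection criteria, and brain was at least 4.9-fold higher, or at least 3.42-fold higher after quantile normalization. ASY-miR-7a had 1807 ± 80.8 in brain, 860 ± 86.2 in spleen and 787 ± 235 in liver. The ratio of brain to spleen was 2.1 ± 0.231, and for ASY-miR-7a-1 it was 2.28 ± 0.238. After quantile normalization brain was 1.62-fold and 1.96-fold above liver for ASY-miR-7a and ASY-miR-7a-1. With no normalization between arrays it was 3.31-fold and 3.62-fold above spleen.

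**Figure D1:**
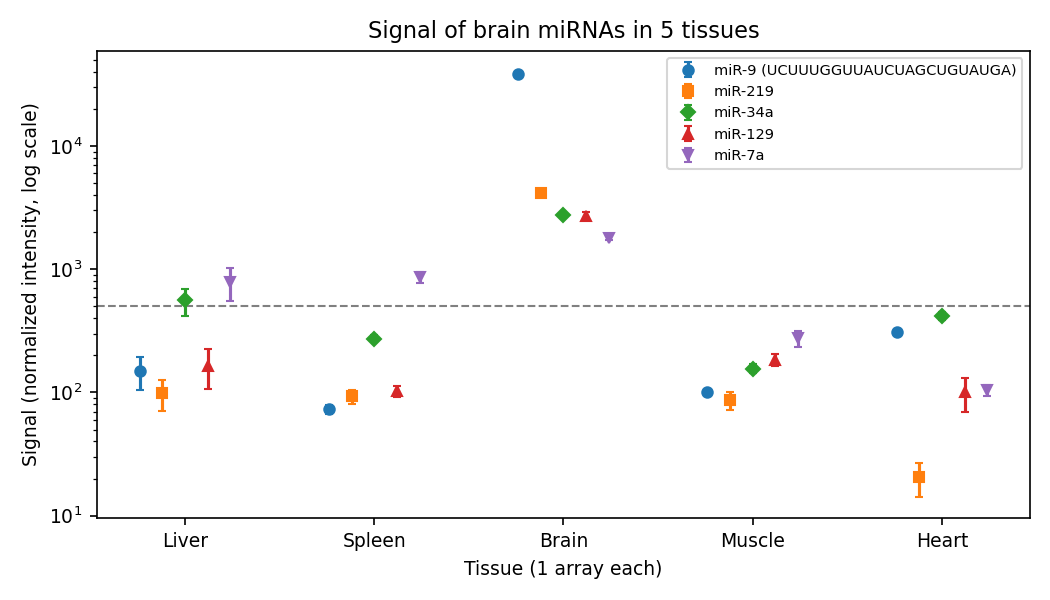
Signal (normalized intensity, log scale) of 5 miRNAs in the 5 tissues, 1 array per tissue. Points are the mean and bars the SD over 5 spots, and the dashed line marks Signal of 500. The 5 miRNAs lie above the line in brain. Outside brain only ASY-miR-34a in liver (558 ± 138, not detected) and ASY-miR-7a in spleen (860) and liver (787) do so.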

The identification of tissue-specifically expressed miRNAs, combining with the co-expressed miRNAs in all five tissues, provides clues to further study the molecular mechanism of sturgeon physiological processes.

KEGG pathway and GO annotation analyses could provide a better understanding of the potential functions of miRNAs by illustrating the function of target mRNAs. Because of the absence of the genomic information and incomplete transcriptome annotation of sturgeon, we used the genomic sequences of all vertebrate species deposited in the online gene analysis software (GENSCAN) as reference to predict the target gene of Amur sturgeon miRNAs. The GO terms and KEGG pathways identified here (S4 Table), especially the enriched functional groups and pathways which regulated by 58 miRNAs with strongly detected signal, provide us with guidance to purposely comb the miRNAs and putative mRNAs from the complex gene database networks, and can be used in the future for sturgeon aquaculture.

With the progress of the sturgeon genomic and transcriptome information, or for other closer species that become available, the accuracy of sturgeon gene annotation will be increased and much more detailed information of *A. schrenckii* will be uncovered from our mRNA and miRNA transcriptome datasets. Furthermore, compared with other teleost aquaculture species, the long lifespan and time to breeding capability of the sturgeon results in high maintenance costs (eg. space, energy consumption and water purification). MiRNAs that may be involved in cell differentiation and development, signal transduction, gametogenesis, metabolic and immune processes, and their targets provide opportunity for early sex determination and also to select individuals with rapid growth and disease resistance for breeding purposes.

## Conclusions

This study reveals the first sturgeon miRNAs profile, and the findings advance the understanding of sturgeon biology and are valuable for sturgeon fishery and conservation. However, the validation of the relationship between sturgeon miRNAs and target mRNAs in the regulation of specific physiological processes needs further biologically experimental evidences.

## Supporting Information

S1 Figure **Overview of** ***Acipenser schrenckii*** **transcriptome sequencing reads.**
(PNG) Click here for additional data file.

S2 Figure **The sequence length distribution and frequence percentage of small RNA reads of** ***Acipenser schrenckii*** **.** The x-axis indicates the length of small RNA reads. The y-axis indicates the percentage of small RNA reads with specific length. Different color suggests different type of small RNAs.
(PNG) Click here for additional data file.

S3 Figure **Classification of repeat sequences of** ***Acipenser schrenckii*** **small RNA library.** Ambi: ambiguous reads; RC, rolling circle; LINE, Long INterspersed Elements; SINE, Short INterspersed Elements; LTR, Transposable elements with Long Terminal Repeats; DNA, DNA transposons. +, sense strand; -, anti-sense strand.
(PNG) Click here for additional data file.

S1 Table **Forward, stem-loop and universal primers used to amplify miRNAs and U6 snRNA in real-time PCR.**
(DOC) Click here for additional data file.

S2 Table **Details of mature miRNAs and hairpins screening by Illumina.** (A) 55 conserved mature miRNAs; (B) 75 conserved miRNA hairpins; (C) 48 mature novel miRNAs specific to *A. schrenckii*; (D) 51 noval miRNA hairpins.
(XLSX) Click here for additional data file.

S3 Table **Summary of 87 miRNAs identified by both Illumina TruSeq sequencing and microarray.** RPM, Reads Per Million.
(XLS) Click here for additional data file.

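S3 Table joins the sequencing and the array values of each miRNA. Its RPM column equals the read count of S2 Table for all 87 miRNAs, and the read counts of the 103 miRNAs add up to 778068, so the column holds counts that were not scaled. Its total signal equals 5 times the sum of the 5 tissue means for 77 miRNAs (within a relative tolerance of 0.0002). The other 10 totals equal the total of another miRNA with the same number of reads. Across the 103 miRNAs, log2 of the Signal summed over tissues rose with log2 of the read count, with Pearson's r of 0.68 and Spearman's rho of 0.69. Each had a two-sided permutation p of 1e-05, the smallest that 100000 permutations can give, and adjustment by Benjamini-Hochberg over the 2 coefficients leaves it unchanged. This is a correlation across miRNAs, which are not independent replicates, and the sequenced RNA pool came from another fish than the arrays. Within the 55 conserved miRNAs r was 0.33 (permutation p = 0.014) and rho 0.44 (permutation p = 0.0011). Within the 48 miRNAs that the paper lists as specific to sturgeon both were 0.62. This split was chosen after seeing the data. The authors' own normalized values gave r of 0.59 over the 87 miRNAs.

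**Figure D2:**
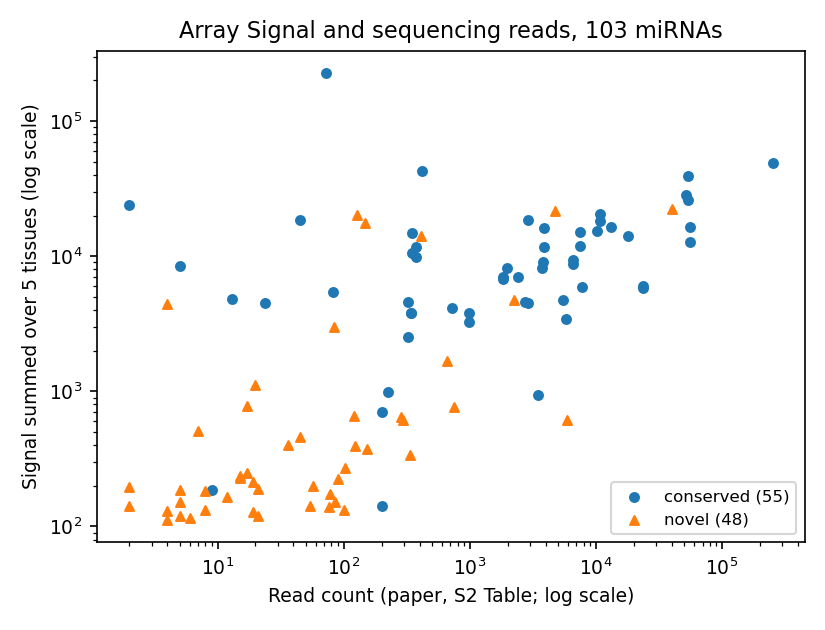
Signal summed over 5 tissues against the read count of S2 Table, both on log axes, 1 point per miRNA. Circles are the 55 conserved miRNAs and triangles the 48 that the paper lists as specific to sturgeon. Over all 103 points r of the log2 values is 0.68.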

S4 Table **Details of GO annotation and KEGG pathway analysis.** The enriched functional groups and pathways were identified by Fisher’s Exact Test (*P*<0.05). S gene number: Number of Significant genes matched to single GO term or KEGG pathway; TS gene number: Total number of Significant genes matched to GO terms or KEGG pathways; B gene number: Number of genes matched to single GO term or KEGG pathway; TB gene number: Total number of genes matched to GO terms or KEGG pathways.
(XLS) Click here for additional data file.

# Supplementary material for: High-Throughput Sequencing of MicroRNA Transcriptome and Expression Assay in the Sturgeon, Acipenser schrenckii
**Source:** PLoS One. 2014 Dec 15;9(12):e115251. doi: 10.1371/journal.pone.0115251
**Supplement:** S1 Table — Forward, stem-loop and universal primers used to amplify miRNAs and U6 snRNA in real-time PCR.

**Table S1. Forward, stem-loop and universal primers used to amplify miRNAs and U6 snRNA in real-time PCR.**

| **Primer** |  | **Sequence** |
| --- | --- | --- |
| **ASY-miR-21** | **Stem**  **Fwd**  **Rev** | 5’-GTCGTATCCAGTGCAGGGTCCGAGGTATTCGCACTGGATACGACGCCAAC -3’  5’- GCCGTAGCTTATCAGACTGG-3’  5’-GTGCAGGGTCCGAGGT-3’ |
| **ASY-miR-181b-1** | **Stem**  **Fwd**  **Rev** | 5’-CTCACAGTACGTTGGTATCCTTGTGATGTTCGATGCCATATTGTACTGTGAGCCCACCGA -3’  5’-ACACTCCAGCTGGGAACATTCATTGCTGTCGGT-3’  5’-CTCACAGTACGTTGGTATCCTTGTG-3’ |
| **ASY-miR-29b** | **Stem**  **Fwd**  **Rev** | 5’-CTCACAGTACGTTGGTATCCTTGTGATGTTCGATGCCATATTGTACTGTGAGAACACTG -3’  5’ - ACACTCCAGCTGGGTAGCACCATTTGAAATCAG -3’  5’-CTCACAGTACGTTGGTATCCTTGTG-3’ |
| **ASY-miR-128-1** | **Stem**  **Fwd**  **Rev** | 5’-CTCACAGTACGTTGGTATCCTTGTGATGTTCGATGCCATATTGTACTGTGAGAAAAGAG -3’  5’-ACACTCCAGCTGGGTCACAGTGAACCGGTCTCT-3’  5’-CTCACAGTACGTTGGTATCCTTGTG-3’ |
| **ASY-miR-223** | **Stem**  **Fwd**  **Rev** | 5’-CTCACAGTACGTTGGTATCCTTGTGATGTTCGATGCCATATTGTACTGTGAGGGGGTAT -3’  5’-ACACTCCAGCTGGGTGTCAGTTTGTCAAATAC-3’  5’-CTCACAGTACGTTGGTATCCTTGTG-3’ |
| **ASY-miR-133a-3p-1** | **Stem**  **Fwd**  **Rev** | 5’-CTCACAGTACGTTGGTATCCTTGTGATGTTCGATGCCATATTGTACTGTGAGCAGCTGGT -3’  5’-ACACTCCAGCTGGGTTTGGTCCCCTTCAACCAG-3’  5’-CTCACAGTACGTTGGTATCCTTGTG-3’ |
| **ASY-miR-101a** | **Stem**  **Fwd**  **Rev** | 5’-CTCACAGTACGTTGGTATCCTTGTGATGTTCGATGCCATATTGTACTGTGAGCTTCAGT -3’  5’-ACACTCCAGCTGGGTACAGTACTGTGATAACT-3’  5’-CTCACAGTACGTTGGTATCCTTGTG-3’ |
| **ASY-novel-1** | **Stem**  **Fwd**  **Rev** | 5’-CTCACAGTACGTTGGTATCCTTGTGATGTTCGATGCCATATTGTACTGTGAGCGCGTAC -3’  5’-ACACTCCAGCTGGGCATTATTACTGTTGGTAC-3’  5’-CTCACAGTACGTTGGTATCCTTGTG-3’ |
| **ASY-novel-6** | **Stem**  **Fwd**  **Rev** | 5’-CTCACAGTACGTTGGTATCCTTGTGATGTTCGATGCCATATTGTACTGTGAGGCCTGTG -3’  5’-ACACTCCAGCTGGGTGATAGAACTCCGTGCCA-3’  5’-CTCACAGTACGTTGGTATCCTTGTG-3’ |
| **ASY-novel-46** | **Stem**  **Fwd**  **Rev** | 5’-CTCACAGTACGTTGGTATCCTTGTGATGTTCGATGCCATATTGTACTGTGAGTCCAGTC -3’  5’-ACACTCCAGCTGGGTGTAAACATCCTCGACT-3’  5’-CTCACAGTACGTTGGTATCCTTGTG-3’ |
| **U6 snRNA** | **Fwd**  **Rev** | 5’-CGCTTCGGCAGCACATATAC-3’  5’-TTCACGAATTTGCGTGTCA-3’ |

How the deposited data were processed for this re-analysis (not part of the article)

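The data are 5 single-color (Cy3) microarrays of liver, spleen, brain, muscle and heart RNA of 1 Amur sturgeon, 1 array per tissue. Tissues were assigned from the sample labels and the Methods. The transcriptome and small RNA reads, the real-time PCR and the target prediction were not analysed here, and the read counts and P values used beside the array values are those of the paper's S2 Table and S3 Table. No genome was used here, so miRNAs are given by name and sequence without coordinates.

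For each array the authors deposited the scanner output, a raw spot intensity (the median density over the pixels of a spot) and its SD over the pixels, on a linear scale before background subtraction and normalization. The arrays were scanned with a GenePix laser scanner and digitized with Array-Pro by the authors. The authors also deposited 1 table of processed intensities for 663 probes, which by the Methods were background subtracted and LOWESS normalized, and whose values are on a linear scale without centring, with medians of 30.4 in liver, 22.7 in spleen, 40 in brain, 52.3 in muscle and 36.6 in heart. The row names of that table were not borne out by the scanner values, since the correlation with them by name was between 0.02 and 0.11. Its rows were therefore named by their match to the tissue means of S3 Table (relative tolerance 0.0002 per value), which found a row for each of 87 miRNAs, 1 of them under its own name. Correlation with the scanner values was then between 0.91 and 0.98. These processed intensities served only as an alternative.

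The main values were computed from the scanner intensities with limma 3.58.1 in R 4.3.3. Background was corrected by normexp with an offset of 50 on the density, because the files give no local background, and the arrays were normalized by cyclic loess (3 iterations) on the log2 scale over the 3315 probe spots. The offset was then taken off, and Signal is the mean over the 5 spots of a probe. The SD over these spots is a technical error. Other steps used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. A probe was detected on an array when at least 50% of its spots had a density above the median of the 20 nearest empty spots by more than 3 times the SD of the 361 empty spots and a spot CV under 0.5. A strong miRNA has Signal above 500 in at least 1 tissue and a P of at most 0.01 in S3 Table. Clades were made by average linkage on the Euclidean distance of log10 Signal, with values under 1 set to 1. Correlations across miRNAs have permutation p-values from 100000 permutations. With 1 array per tissue the number of arrays limits the precision, no p-value was computed between tissues, and no difference between fish can be seen.

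The tests, the alternatives and the rule for naming miRNAs were chosen before the data were examined, except where the text says otherwise. Full values are given for the miRNAs that the paper's sentences single out, for the 10 of the real-time PCR, and for ASY-miR-203a and the miRNA GGAUUCCUGGCAAUACUGUUCU, which the rule named from Table 3. Outside the 103 miRNAs they are given for the 5 brightest probes, and for the pairs of near-identical probes with the largest difference, among all and among those above 500. A pair of probe lists, for skin epithelium and for pancreas, were written to test for other tissue in a sample. The sequences of miR-9 are given in place of arm names, because S2 Table and Table 3 name the arms differently. The miRNAs that the paper numbers as specific to sturgeon are likewise given by sequence, except for those it renamed as ASY-miR-133-5p and ASY-miR-144-5p. The alternatives were plain background subtraction, quantile normalization, no normalization between arrays, the median over spots, the authors' processed intensities, Signal thresholds of 250 and 1000, no P criterion, other detection limits, another linkage, distance and floor for the clades, and other filters for the correlation and the near-identical probes. A change of the highest tissue under an alternative was called only where the main ratio exceeded 1 by more than its spot SD.

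The steps were tested on simulated data of 663 probes in 5 tissues, of which 200 were changed 4-fold in 1 tissue. Of the changed probes, 53 were above 500 in every tissue, and 100% of these had the right direction, with a median absolute error of 0.06 on the log2 scale. Of 257 probes called above 500, 241 were truly above it, and these were all the probes truly above it. A planted clade of 12 was recovered whole, and 6% of correlations without a relation had a permutation p under 0.05. Each simulated array had a constant gain, with no gain that varied with intensity and no failing spots, unlike the real arrays. The planted clade lay far from the other values and was given straight to the clustering. The simulation therefore does not test the normalization at the bright end, the failing liver spots or the clades of the real data.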

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

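Of the tests in this part, the share of bright probes with a failing spot, the nearest empty spot of the far empty spots, the density of the outside probes and the edit distance of the strong outside probes were chosen only after the result was seen.

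The liver array stood apart from the other 4 arrays. The SD of its 361 empty spots was 58.5, against 17.6 in brain, 13.1 in heart, 5.9 in spleen and 4.9 in muscle, and a robust SD was 13.2, against values between 4.3 and 6.8. Among probes with a mean raw density above 1000, 36% in liver (27 of 75) had at least 1 spot below 50% of the median spot, against 6% in brain, 2.4% in heart and 0% in spleen and muscle. These are 3 of 9 array measures compared between the 5 arrays by Dixon's ratio, which was 0.763, 0.719 and 0.833 for them, against a critical value of 0.71. Chance passes this value in about 1 of 20 groups, the measures are not independent of each other, and the third of them was added after failing liver spots had been seen. The median spot CV, 0.198 in liver, had a ratio of 0.704 and did not pass.

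Spill of light from bright neighbouring spots is argued against as a source of the spread of the empty spots, since on the liver array the density of an empty spot did not rise with that of the spots next to it (Spearman's rho -0.01 over 326 empty spots). A bright region of the array stays open and cannot be told apart from scattered bright spots. Of the 39 liver empty spots far above the median, 20.5% had a nearest empty spot that was also far above it, and the 95th percentile of 10000 random placings was the same 20.5, with a mean of 10.5. Liver and its array, hybridization and RNA cannot be separated with 1 array per tissue, so a property of liver RNA stays open and was not tested. A limit that follows is on detection, with 35 miRNAs detected in liver and between 58 and 70 in each other tissue. Failing spots also limit liver Signal, which for ASY-miR-21 was 12830 ± 6752. Its ratio of spleen to liver was 1.28 with the mean over spots and 0.992 with the median.

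Of the 560 probes for fish miRNAs that are not among the 103 sequences, 262 (46.8%) were detected with Signal above 500 in at least 1 tissue, which the paper does not report on. In raw density, 244 of the 560 probes had a mean more than 500 above the median empty spot in at least 1 tissue. Of the 1805 single empty spots of all arrays, 1 lay that far above. Empty spots show background and not binding to a probe, so this contrast does not show that the binding was specific. Of the 262 strong probes, 92 had their highest Signal in brain, 67 in spleen, 55 in muscle, 34 in liver and 14 in heart. The 5 brightest were dre-miR-122 in liver with 39195 ± 1963 (SD over 5 spots), dre-miR-1 in muscle with 32078 ± 1855, ola-miR-1-3p in muscle with 31287 ± 3215, ccr-miR-122 in liver with 30344 ± 17299 and ola-miR-204 in brain with 19592 ± 1041. Their ratios to the next tissue were 60.5 ± 22.1, 6.35 ± 0.502, 7.35 ± 0.832, 35.9 ± 21.3 and 10 ± 1.54, and each lies at least 7 edits from every one of the 103 sequences.

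Random non-specific binding that does not depend on the probe sequence is argued against as the source of these signals. Among 99 pairs of strong outside probes that differ by 1 or 2 end bases only, 91.9% were highest in the same tissue. For random pairs the median was 25.3% and the 95th percentile 32.3%. Probes this similar would share non-specific binding that depends on sequence, so binding of that kind stays open. Cross-hybridization of the 103 miRNAs is argued against for most of the probes, since 72.9% (191 of 262) differ by more than 5 edits from each of the 103 sequences, while 44 differ by 1 or 2 edits and stay open. Cross-hybridization of sturgeon miRNAs outside the 103 was not tested. That the probes measure sturgeon miRNAs missing from the 103 is a hypothesis, found and tested on the same arrays, and the sequencing reads that bear on it were not analysed here.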

How the results depend on the processing

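The alternatives normexp with the local background of the nearest empty spots, a robust SD of the empty spots, and the correlation within conserved miRNAs and within sturgeon-specific miRNAs were chosen after seeing the data.

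The number of strong miRNAs was 57 under each alternative except a threshold of 250 (63) and no P criterion (59). Detected miRNAs numbered 83, with 75 at 5 times the background SD, 78 at a spot CV under 0.3, 78 with 80% of the spots and 90 with the robust SD. Co-expressed miRNAs numbered 27, and between 18 and 33 under the alternatives other than a threshold of 1000, which gave 12. Single-tissue miRNAs numbered 10, and between 10 and 14 except at a threshold of 1000, which gave 21. These shifts follow from the construction of the alternative, since a higher threshold leaves fewer tissues above it. Strong probes outside the 103 miRNAs numbered 262, and between 204 and 301 under the alternatives. The authors' processed intensities gave 220, over 576 unnamed values that include 16 sturgeon probes and without a detection criterion.

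The smaller clade held 1 miRNA under plain subtraction, quantile normalization, no normalization, the median over spots, local normexp and a floor of 10. It held 7 with the authors' processed intensities, 26 with complete linkage and 17 with the correlation distance, and none of these clades contained the miRNA set apart in the main clustering; the cause was not tested.

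The median ratio of the highest to the next tissue over 35 named miRNAs was 3.39, with a median spot error of 0.403. It was 2.83 after quantile normalization and 2.38 with no normalization between arrays, and between 3.01 and 3.43 otherwise; the cause was not tested. For single miRNAs the highest tissue changed in 19 of 210 values, 8 of them where the main ratio exceeded 1 by more than its spot SD. With no normalization between arrays the ratio of the main highest tissue to the highest other tissue was 0.257 for ASY-miR-126-3p, 0.766 for ASY-miR-101a, 0.882 for ASY-miR-30c, 0.655 for ASY miRNA UGAUAGAACUCCGUGCCACAGGC and 0.832 for ASY miRNA GGAUUCCUGGCAAUACUGUUCU. Quantile normalization gave 0.957 for ASY-miR-101a and 0.687 for ASY-miR-30c, and the authors' processed intensities gave 0.816 for ASY-miR-30c. In all 8 cases heart became the highest tissue, and the cause was not tested. Of the other values for single miRNAs and single tissues, 95 moved by more than the spot error or 1.5 times, and 152 did not. These include the 11 values, of 4 miRNAs, in which the highest tissue changed from a main ratio within its spot SD of 1, among them 4 of ASY miRNA UGUAAACAUCCUCGACUGGA, whose ratio of liver to the highest other tissue was 0.205 with no normalization between arrays.

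Pearson's r between array and reads was 0.68 and lay between 0.59 and 0.68 under the alternatives over all or over well-sequenced miRNAs, and was 0.33 within conserved and 0.62 within sturgeon-specific miRNAs. The median absolute log2 difference of near-identical probes was 0.29, and between 0.2 and 0.44 under the alternatives, against a spot SD of 0.24. Signal over background limits mainly liver, where the lowest detected Signal was 365.6, against at most 58.2 in the other tissues, so a ratio against liver is often only a bound. No paired analysis was possible because each tissue has 1 array.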

Differences from the paper's values

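No test in this part was chosen after the result was seen, apart from the alternative normexp with local background, which was added after seeing the data and brought none of the differing Signals to the paper's. Counts are called differing where one is more than 1.5 times the other. For a Signal the values must also be further apart than the SD over 5 spots, with the miRNA detected in that tissue or the paper's Signal above 500.

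The paper gives 16 miRNAs high in 1 tissue only, and 10 were found. The number does not differ under plain subtraction (13), quantile normalization (14), the median over spots (11), the authors' processed intensities (14), thresholds of 250 (11) and 1000 (21) and no P criterion (11), and still differs with no normalization between arrays (10). In liver the paper lists 1 and 0 was found, which does not differ under quantile normalization and the authors' processed intensities and differs under the others. In spleen the paper lists 3 and 1 was found, which does not differ under plain subtraction, quantile normalization, the authors' processed intensities, both thresholds and no P criterion, and differs with no normalization and with the median over spots. The paper's clade II holds 12 miRNAs and the smaller clade found here holds 1. Of the alternatives set before the data were examined, only the correlation distance (17) does not differ from the paper's number. Plain subtraction, quantile normalization, no normalization, the median over spots and a floor of 10 (each 1), the authors' processed intensities (7) and complete linkage (26) do. Only the numbers are compared. The clade of 17 does not contain the miRNA of the smaller clade found here.

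Of 180 Signals compared with those of S3 Table, 50 differ, 48 above the paper's and 2 below it. They are 22 in brain, 14 in muscle, 8 in spleen and 6 in heart, and 0 in liver. The Signal of ASY-miR-21 was 4129 in heart, and the paper gives 6258. The Signal of ASY-miR-133a-3p-1 was 293 in brain, where the paper has 127. The Signal of ASY-miR-133a-3p was 240 in brain, and the paper gives 97.8. The Signal of ASY-miR-9 UCUUUGGUUAUCUAGCUGUAUGA was 38583 in brain, where the paper has 21752. The Signal of ASY-miR-9 UCUUUGGUUAUCUAGCUGUAUG was 25707 in brain, and the paper gives 15396. The Signal of ASY-miR-181b-1 was 981 in brain, where the paper has 653. The Signal of ASY-miR-181b was 796 in muscle, and the paper gives 529. The Signal of ASY-miR-101a was 2371 in brain, where the paper has 1483. The Signal of ASY-miR-128-1 was 8727 in brain, and the paper gives 5643. The Signal of ASY-miR-203a was 172 in brain, where the paper has 62.8. The Signal of ASY-miR-223 was 234 in brain and 912 in muscle, and the paper gives 136 and 604. The Signal of ASY-miR-133a-5p-1 was 5998 in muscle, where the paper has 3750. The Signal of ASY-miR-133a-5p was 6265 in muscle, and the paper gives 4165. The Signal of ASY-miR-129-5p was 112 in spleen, 2802 in brain and 407 in muscle, where the paper has 28.7, 1413 and 242.

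The Signal of ASY-miR-129 was 2711 in brain, 184 in muscle and 100 in heart, and the paper gives 1442, 68.2 and 56.3. The Signal of ASY-miR-34a was 274 in spleen, 2737 in brain, 156 in muscle and 416 in heart, where the paper has 139, 1655, 47.7 and 268. The Signal of ASY-miR-9 UAAAGCUAGAUAACCGAAAGU was 9553 in brain, and the paper gives 4368. The Signal of ASY-miR-9 UAAAGCUAGAUAACCGAAAGUA was 11368 in brain, where the paper has 5358. The Signal of ASY-miR-7a-1 was 815 in spleen, 1857 in brain and 366 in muscle, and the paper gives 480, 1086 and 217. The Signal of ASY-miR-7a was 860 in spleen, 1807 in brain and 275 in muscle, where the paper has 505, 1080 and 144. The Signal of ASY-miR-144 was 3141 in spleen, 164 in brain and 359 in muscle, and the paper gives 2002, 88.6 and 187. The Signal of ASY-miR-144-1 was 1603 in spleen, 119 in brain, 287 in muscle and 276 in heart, where the paper has 945, 53.2, 139 and 174. The Signal of ASY-let-7c was 10405 in brain, and the paper gives 6589. The Signal of ASY-miR-219 was 4192 in brain, where the paper has 2292. The Signal of ASY miRNA CAUUAUUACUGUUGGUACGCG was 237 in spleen and 92.2 in muscle, and the paper gives 135 and 35.5. The Signal of ASY miRNA UGAUAGAACUCCGUGCCACAGGC was 234 in brain and 809 in muscle, where the paper has 127 and 532. The Signal of ASY miRNA GGAUUCCUGGCAAUACUGUUCU was 765 in spleen, 297 in brain, 210 in muscle and 451 in heart, and the paper gives 487, 160, 81.2 and 290. The Signal of ASY-miR-133-5p was 12079 in heart, where the paper has 28239.

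Of the alternatives set before the data were examined, the authors' processed intensities bring all 50 to the paper's values, which follows from naming them by S3 Table. Quantile normalization leaves 3 of the 50 differing, ASY-miR-203a in brain, ASY-miR-129-5p in spleen and ASY-miR-129 in heart. Plain subtraction leaves 7, ASY-miR-133a-3p-1, ASY-miR-133a-3p, ASY-miR-203a and ASY-miR-144-1 in brain, ASY-miR-34a in muscle, ASY miRNA CAUUAUUACUGUUGGUACGCG in spleen and ASY-miR-133-5p in heart. With no normalization between arrays 23 no longer differ, namely all 8 in spleen, all in muscle except ASY-miR-181b, ASY-miR-9 UAAAGCUAGAUAACCGAAAGU in brain and ASY-miR-133-5p in heart. Under the median over spots 3 no longer differ, ASY-miR-181b-1 in brain and ASY-miR-181b and ASY miRNA UGAUAGAACUCCGUGCCACAGGC in muscle. Of all 180 Signals, those that differ number 8 under quantile normalization, 7 under plain subtraction, 97 with no normalization and 49 with the median over spots.

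Table 3 lists 6 miRNAs for 1 tissue that were above 500 in more tissues. These are ASY-miR-144-5p (liver 691, spleen 6245 and muscle 561), ASY-miR-144 (heart 509 besides spleen), ASY miRNA GGAUUCCUGGCAAUACUGUUCU (spleen 765 besides liver), ASY-miR-34a (liver 558 besides brain), ASY-miR-7a-1 (liver 694 and spleen 815 besides brain) and ASY-miR-133a-5p-1 (heart 560 besides muscle). Some of these Signals lay within their spot SD of 500. They were ASY-miR-144-5p in liver (691 ± 273) and muscle (561 ± 64), ASY-miR-144 in heart (509 ± 32.2) and ASY-miR-34a in liver (558 ± 138). In liver ASY-miR-34a was also not detected. The paper calls the miRNAs miR-9, miR-219, miR-34a, miR-129 and miR-7a specific to brain. Of their 10 probes, 7 were above 500 in brain only. Those of miR-7a were also above it in spleen and liver. That of miR-34a was also above it in liver, within its spot SD and without being detected there. S3 Table heads a column as RPM whose values are the read counts of S2 Table.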

Other observations

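Of the tests in this part, those of the order of the row names, of the spots left out, of the dim miR-21 spot and of ASY-miR-133-5p, and the probe lists under other normalizations, were chosen only after the result was seen, and the others were written down before.

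Of the 87 miRNAs found by their values among the authors' processed intensities, 1 lay under its own row name, and correlation by name with the scanner values was at most 0.11. A candidate explanation is names and values sorted by different keys. The place of a row's name in a list of probe names sorted by number rose without exception with the reporter index of the miRNA whose values the row holds (Spearman's rho 1 over 87 miRNAs), while the row position itself did not (rho 0.047). This is consistent with names sorted by number beside values left in the order of the array.

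Of 435 values shared by S3 Table and the processed intensities, 37 differ, 30 of them in liver, 5 in brain and 2 in heart. A candidate explanation is that spots far from the others were left out of the processed means. The 21 differing values above 100 had a median difference of 18.5%. For 90.5% of them, the ratio of the 2 values equals that of the mean of some 3 or 4 spots to the mean of all 5, within 2%. With the ratios shuffled between values this share had a median of 52.4% and a 95th percentile of 66.7%. A tolerance of 10% was written down first, and 2% was used from the first run because 10% matches nearly any ratio.

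The P values of S3 Table come from 1 array per tissue, and the paper does not name their test. They may rest on the variation between repeat spots of these arrays. Across 87 miRNAs, P fell as the ratio of the variance between arrays to that between spots rose, with Spearman's rho of -0.75 for log2 Signal and -0.66 for linear Signal. Such a P takes spots as replicates and carries no difference between fish. ASY-miR-21, whose P is above 0.01 in S3 Table, had a variance ratio of 5.65, and 3 of the 71 miRNAs with P of at most 0.01 were lower. Without its dimmest liver spot the ratio was 478, with 52 of the 71 lower, and the median of the 71 was 159. Leaving out the spot furthest from the others raises this ratio by construction, and the 71 kept all their spots, so the comparison does not decide. ASY-miR-30c and ASY-let-7e also had a dim liver spot, with a raw density of 650 and 386, and are among the 71. A single failed liver spot is a candidate explanation for the P of ASY-miR-21 that stays open.

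ASY-miR-133-5p, singled out after its values were seen, had the highest raw density of all probes on each array, between 27040 ± 2490 in liver and 53921 ± 1865 in muscle (SD over 5 spots). It has 73 reads in S2 Table, place 71 of the 103. Its Signal was 126306 ± 4414 in muscle, above the scanner limit of 65535, and 24053 ± 1474 in brain. The ratio of muscle to brain was 5.25, and 10.3 in S3 Table, but 1.05 with no normalization between arrays. Most of this ratio is therefore consistent with an effect of the normalization at the bright end, and a true difference between tissues was not tested apart from it.

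In the muscle sample ASY-miR-203a (8641) and the miR-205 probes dre-miR-205 (9721) and ipu-miR-205 (14267) were bright. Epithelial tissue such as skin in the sample is a possible explanation that stays open. In a list of epithelial miRNAs written before the test, the 19 probes not yet seen (miR-200a, miR-200b, miR-200c, miR-141, miR-429, miR-183 and miR-96) had a median log2 difference of 1.3 on Signal plus 50 between muscle and the highest of spleen, brain and heart. Of these, 18 were detected in muscle, 12 were above 1 and 0 were at or below 0. The median was 1.01 after quantile normalization but -0.12 with no normalization between arrays, so the list does not decide. Many of these probes are near-identical and not independent, and those of miR-183 and miR-96 differed by at most 0.42. Liver, which was left out of the comparison, was higher than muscle for 8 of the 12 probes, for example 4528 for ccr-miR-200a against 3009 in muscle and 869 in heart, so these probes do not set the muscle sample apart. Expression in muscle itself stays open and was not tested.

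In the liver sample dre-miR-216a and fru-miR-216a were bright (7533 and 9222), and lower in spleen (2976 and 2886). Pancreatic tissue in the liver sample is a candidate source. The 5 probes of the list not yet seen (miR-216b, miR-217 and miR-375) had a median log2 difference of 3.41 between liver and the highest of brain, muscle and heart, and of 4.3 after quantile normalization and 2.9 with no normalization between arrays. All 5 were detected in liver and 3 were above 1, with 2410 for dre-miR-217 and 1568 for dre-miR-216b. The miR-375 probes differed by at most 0.39, with 603 for dre-miR-375 in liver and 505 in muscle. Spleen was left out of the comparison and had 1435 for dre-miR-216b, so pancreatic tissue in the spleen sample, or expression in liver and spleen themselves, stays open and was not tested.

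Probes that differ from another probe by 1 or 2 end bases only form 223 pairs, 15 of them within the 103 miRNAs. The median absolute log2 difference was 0.5 in liver, 0.29 in brain, 0.26 in muscle and 0.23 in spleen and heart. Where both probes were above 500 it was 0.33 in liver, 0.2 in muscle and 0.17 in spleen, brain and heart, and the largest difference among these was 2.73 in heart, between dre-miR-133c with Signal 576 ± 90 and ipu-miR-133c with 3835 ± 48.1, which has 1 base fewer at its end. In brain dre-miR-190a was not detected, with Signal 29.6 ± 8.16 under the lowest detected Signal of 58.2, while ipu-miR-190a, which has 1 base more at its end, had 843 ± 27.2. Of the 48 miRNAs the paper lists as specific to sturgeon, 7 lie within 2 edits of a fish miRNA on the same array and 4 within 1 edit.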
